# Transcriptome-wide m^6^A profiling reveals mRNA post-transcriptional modification of boar sperm during cryopreservation

**DOI:** 10.1186/s12864-021-07904-8

**Published:** 2021-08-03

**Authors:** Ziyue Qin, Wencan Wang, Malik Ahsan Ali, Yihan Wang, Yan Zhang, Ming Zhang, Guangbin Zhou, Jian-dong Yang, Changjun Zeng

**Keywords:** N^6^-methyladenosine (m^6^A), Boar sperm, Cryopreservation, MeRIP-seq

## Abstract

**Background:**

Cryopreservation induces transcriptomic and epigenetic modifications that strongly impairs sperm quality and function, and thus decrease reproductive performance. N^6^-methyladenosine (m^6^A) RNA methylation varies in response to stress and has been implicated in multiple important biological processes, including post-transcriptional fate of mRNA, metabolism, and apoptosis. This study aimed to explore whether cryopreservation induces m^6^A modification of mRNAs associated with sperm energy metabolism, cryoinjuries, and freezability.

**Results:**

The mRNA and protein expression of m^6^A modification enzymes were significantly dysregulated in sperm after cryopreservation. Furthermore, m^6^A peaks were mainly enriched in coding regions and near stop codons with classical RRACH motifs. The mRNAs containing highly methylated m^6^A peaks (fts vs. fs) were significantly associated with metabolism and gene expression, while the genes with less methylated m^6^A peaks were primarily involved in processes regulating RNA metabolism and transcription. Furthermore, the joint analysis of DMMGs and differentially expressed genes indicated that both of these play a vital role in sperm energy metabolism and apoptosis.

**Conclusions:**

Our study is the first to reveal the dynamic m^6^A modification of mRNAs in boar sperm during cryopreservation. These epigenetic modifications may affect mRNA expression and are closely related to sperm motility, apoptosis, and metabolism, which will provide novel insights into understanding of the cryoinjuries or freezability of boar sperm during cryopreservation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07904-8.

## Background

Cryopreservation is a vital procedure with extensive applications for long-term semen storage, despite the associated risk for sperm cryoinjuries, including impaired motility, fertility, and apoptosis, due to oxidative stress [1–4]. In commercial swine herds, only about 1 % of artificial insemination (AI) worldwide is practiced with post-thawed semen as it results in decreased conception rate and litter size [5–7]. Therefore, the study of molecular markers and underlying mechanisms related to cold shock and freeze tolerance is imperative to improve AI outcomes. Sperm epigenetic markers, such as DNA methylation, histone modification, and non-coding RNAs are associated with successful fertilization and healthier offspring [8, 9]. It is well documented that external chemicals, radiation, and stress can elicit remarkable epigenetic changes in boar sperm. Previously, we have detected dramatic changes in the expression of epigenetic-related genes, such as *Dnmt3a* and *Dnmt3b*, during boar sperm cryopreservation [10]. Likewise, the level of DNA methylation in horse sperm increased significantly after cryopreservation, and this may partially explain the low fertility of mares after insemination with frozen-thawed semen [11]. However, little is known about how RNA methylation modifications in sperm respond to external stimuli.

So far, over 100 chemical modifications on RNAs, especially on transfer RNA (tRNA) and ribosomal RNA (rRNA) have been discovered [12, 13]. N^6^-methyladenosine (m^6^A) is the most prevalent post-transcriptional modification of mRNA and is ubiquitous in various species, including mammals [14, 15], plants [16], fruit flies [17], yeast [18], and viruses [19]. The mammalian m^6^A methylation is catalyzed by several methyltransferases, including methyltransferase-like 3 (METTL3), methyltransferase-like 14 (METTL14), and Wilms’ tumor 1-associating protein (WTAP). Conversely, Fat mass and obesity-associated protein (FTO) and alkB homolog 5 (ALKBH5) act as demethylases and remove the m^6^A modification from RNAs. YT521-B homology (YTH) domain family proteins (YTHDF1/2/3), a class of specific m^6^A reader proteins, are responsible for the biological functions of m^6^A modification [20]. In addition, m^6^A modifications are an extremely important epigenetic modification that regulate post-transcriptional gene expression by regulating the splicing, stability, degradation, and translation of m^6^A modified mRNAs [21–23].

In mammals, increasing evidence supports the crucial biological functions of mRNA m^6^A methylation in sperm. Previous studies indicated that knock-out of m^6^A modification enzymes leads to lower sperm count, motility, and fertility in mouse [24, 25]. Tang et al. found that m^6^A modification controls the fate of mRNAs with a long 3’UTR by ALKBH5-dependent demethylation during spermatogenesis [26]. Further work showed that depletion of ALKBH5 facilitates the biogenesis of translatable circRNAs, whose translation initiation is mediated by YTHDF3-dependent recognition of start codon by m^6^A methylation [27]. Compared with normal sperm, the m^6^A content and *METTL3* expression in asthenospermic patients were significantly increased, suggesting that an abnormal increase of m^6^A modification in human sperm may greatly affect sperm motility and m^6^A modification enzymes (*METTL3*, *METTL14*, *FTO*, *ALKBH5*, *YTHDF2*) were implicated in modulating m^6^A contents in sperm RNA [28]. Landfors et al. identified two missense mutations of the FTO protein in human sperm, which led to functional defects in m^6^A demethylation and declining sperm quality [29]. Generally, the extent of m^6^A methylation, as well as the m^6^A-protein level, may reflect quality and fertilizing capacity of sperm during cryopreservation.

RNA-seq is a widely used technology for high-throughput analysis of transcriptomic profiles, and the study of the sperm transcriptomes is crucial for understanding its biology and role in fertility [30]. Multiple studies have used RNA-seq to evaluate differentially expressed transcripts in boar sperm and have demonstrated the involvement of multiple genes in regulating vital physiological functions  [31, 32]. Moreover, these transcripts can be used as a reference for the identification of markers of sperm quality in pigs. In addition, methylated RNA immunoprecipitation sequencing (MeRIP-seq) is a common approach based on RNA-seq to profile and predict m^6^A modifications across the transcriptome. MeRIP-seq can be employed to detect m^6^A modifications at specific loci to provide insight into the regulatory mechanisms underlying environmental response [33]. In this study, fresh sperm (Fs) and frozen-thawed sperm (Fts) from boar were used for profiling the transcriptome-wide m^6^A methylation patterns by MeRIP-sEq. In addition, we performed RNA-Seq and carried out a combined analysis of m^6^A methylation and mRNA levels. We found highly diverse m^6^A patterns between Fs and Fts, and speculate that study of m^6^A modification patterns may present an opportunity to deepen our understanding of the role of epigenetic modifications in regulating sperm function during cryopreservation.

## Results

### Cryopreservation of boar sperm altered mRNA and expression of m^6^A modification enzymes

Using RT-qPCR and western blot (WB), we assessed differences in mRNA and protein levels of five major enzymes responsible for m^6^A modification between Fs and Fts, including METTL3, METTL14, FTO, ALKBH5 and YTHDF2. The mRNA expression levels of *METTL3*, *METTL14*, *ALKBH5*, and *YTHDF2* were significantly decreased in the Fts group, whereas the *FTO* gene showed significantly increased expression (*P* < 0.05) (Fig. 1A). The protein levels of METTL3, METTL14, and FTO were downregulated in response to cryopreservation (*P* < 0.01), whereas ALKBH5 and YTHDF2 were upregulated in the Fts group (*P* < 0.01, Fig. 1B C). Therefore, we speculate that cryopreservation induces m^6^A methylation by regulating the mRNA and protein levels of five major enzymes responsible for m^6^A modifications.

**Fig. 1:**
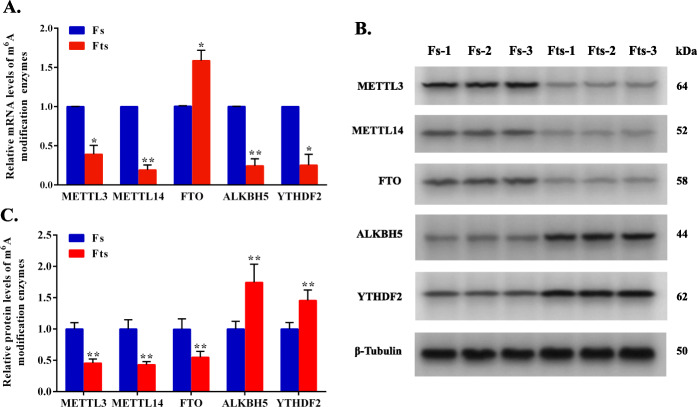
m^6^A modification enzymes of boar sperm are dysregulated after cryopreservation. **A** Relative mRNA expression levels of m^6^A modification enzymes in Fs and Fts assessed by RT-qPCR. **B** WB bands illustrating the protein levels of m^6^A modification enzymes and β-tubulin in Fs and Fts. **C** Histogram showing the relative protein levels of m^6^A modification enzymes in Fs and Fts. Values were normalized using β-tubulin protein as an internal reference. Fs, fresh sperm; Fts, frozen-thawed sperm. “*P < 0.05, **P < 0.01”

### Overview of transcriptome-wide m^6^A methylation of boar Fs and Fts

An average of more than 78,000,000 clean reads were obtained from 12 libraries in Fs IP and Fts IP groups by MeRIP-Seq (Table S1). Furthermore, the mapping ratio of clean reads in both Fs IP and Fts IP groups exceeded 75.09 % when matched to the reference genome (UCSC susScr11) (Table S1).

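Fresh ejaculates of 3 Duroc boars were each divided into a part frozen at once in liquid nitrogen for RNA extraction (Fs) and a part cryopreserved and thawed (Fts). For Fts, semen was cooled to 17 °C, diluted in an extender with 20% egg yolk, cooled to 4 °C and diluted again in an extender with 6% glycerol before freezing. In MeRIP-seq, RNA is broken into fragments of about 100 nucleotides, and the fragments that carry m6A are pulled down with an antibody (IP). A stretch of mRNA with more IP reads than its input library gives reason to expect is called a peak. The sequencing gave 1 IP and 1 input library for each of the 3 Fs and the 3 Fts samples. The authors aligned the clean reads to the pig genome with Hisat2 and called the peaks of each IP sample with MACS against its input. They deposited the peaks on mRNAs of each of the 6 IP samples, with the MACS score of each peak, a multiple of -log10 of its p-value. The score is the authors' value and is used here only to describe, rank or filter peaks. They also deposited 1 list of sites that differed between Fts and Fs. From the read numbers of Table S1, the 12 libraries, 6 of them IP, had a mean of 78.8 M clean reads (M, 1e6 reads). Fs IP libraries had 69.4 ± 1.46 M mapped reads (mean ± SD, n = 3) and Fts IP libraries 57.7 ± 6.53 M. Every Fts IP library had fewer mapped reads than every Fs IP library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 samples allow). Input libraries had 63.6 ± 6.44 M mapped reads in Fs and 48.9 ± 11.8 M in Fts (two-sided exact permutation test, p = 0.3).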

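By group, Table S1 gives mapping ratios from 80.7% to 81.3% in the Fs IP libraries and from 76.0% to 76.9% in the Fts IP libraries. The input libraries mapped at 75.1% to 78.3% in Fs and at 66.1% to 71.4% in Fts. The mean difference of Fts minus Fs was -4.54 percentage points for IP and -8.06 percentage points for input. Clean reads made up 97.5% to 98.2% of the raw reads in the Fs input libraries and 67.0% to 82.0% in the Fts input libraries.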

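Peaks were called in each sample separately. The deposited lists held 8015, 10378 and 10335 m6A peaks in the 3 Fs samples and 9682, 11510 and 11982 in the 3 Fts samples. The mean was 9576 ± 1352 (SD, n = 3) in Fs and 11058 ± 1215 in Fts. The difference of 1482 peaks had the same direction in the 3 pairs of samples with the same number (two-sided exact sign-flip test, p = 0.25, the smallest p that 3 pairs allow). The choice that moved it most was counting peaks joined across exon junctions, chosen after the data were seen, which gave a difference of 688.3 peaks. Peaks had a median length of 163 to 166 bp in the Fs samples and 174 to 178 bp in the Fts samples. Between 45.1% and 55.6% of the peaks of a sample had a p-value above 0.05 by their score. A score of at least 50, a p-value of 1e-05 or less, was reached by 1567 ± 122 peaks in Fs and 2595 ± 575 in Fts.

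**Figure D1:**
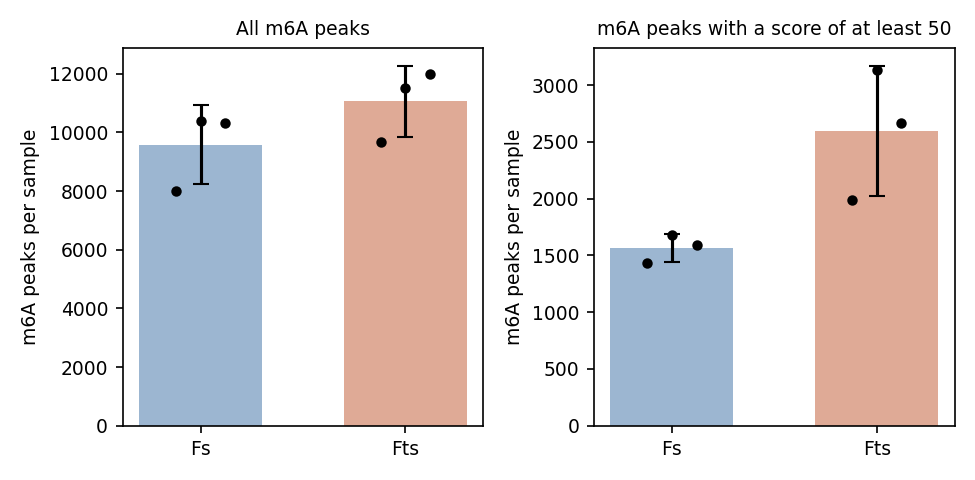
Number of m6A peaks per sample in Fs and Fts, for all peaks (left) and for peaks with a score of at least 50 (right). Bars are means, error bars are SD (n = 3) and points are samples; the 3 Fts samples lie above the 3 Fs samples on the right, while on the left the lowest Fts sample, with 9682 peaks, lies below 2 of the Fs samples.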

A total of 3,647 and 4,033 m^6^A peaks were identified in Fs and Fts, respectively. Of these, 1,048 peaks (~ 16 % of all peaks in both Fs and Fts) were common to both Fs and Fts samples (Fig. 2A). 

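A peak set of a group was taken as the regions covered by a peak in all 3 of its samples. This gave 3652 regions in Fs, with a median length of 172 bp, and 4042 in Fts, with a median length of 193 bp. Between 35.1% and 45.4% of the peaks of an Fs sample, and between 33.5% and 41.5% of those of an Fts sample, overlapped a peak of both other samples of their group. By an overlap of at least 1 bp, 1047 Fs regions were shared with Fts, 15.8% of all regions of both groups. That left 2605 regions in Fs alone and 3001 in Fts alone. The number of shared regions followed the definition of the peak set, and the union of the 3 samples of each group gave 7113.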

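The authors identified differential sites between Fs and Fts with diffReps. Their deposited table lists 1928 sites between 200 and 3099 bp long, with a median of 511.5 bp. The score in the authors' deposited table equals 5 minus log10 of the p-value in Tables S2-2 and S8, with no direction and no fold change. Directions were therefore read from Tables S3, S4 and S8, since Table S2-2 was held in part (the first 976 of its 1613 hyper-methylated sites). On the annotation of Sscrofa11.1, the assembly that UCSC names susScr11, 1695 sites (87.9%) overlapped an exon of an mRNA on the same strand, in 1522 genes, of which 144 had more than 1 site. Each site was set against the peaks of the 6 samples. A peak overlapped 162, 178 and 166 sites in the Fs samples and 448, 493 and 483 sites in the Fts samples. Peaks in more Fts than Fs samples were found at 620 sites, and the reverse at 176. Among the 197 sites with a stated hyper-methylation, 81 had a peak in more Fts samples and 3 in more Fs samples (two-sided exact sign test, p = 1.02e-20, sites not being independent replicates). Among the 33 sites with a stated hypo-methylation, 12 had a peak in more Fs samples and 0 in more Fts samples (two-sided exact sign test, p = 0.000488). With peaks of a score of at least 50 alone, the hypo-methylated sites counted 3 against 0 (p = 0.25 by the same exact test). Sites and peaks came from the same samples, so these tests do not check the directions independently. They also take either direction as equally likely, while all sites together leaned to Fts (620 against 176). No peak of any sample lay at 1104 of the 1928 sites (57.3%).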

Compared with Fs, 1,613 significantly hyper-methylated peaks among 1,442 mRNAs and 315 significantly hypo-methylated peaks within 312 mRNAs (|fold change| ≥ 2 and *P* < 0.00001) in Fts were identified (Fig. 2B, Table S2-1, S2-2). The top 10 significantly increased and decreased m^6^A peaks in Fts are listed in Table S3 and Table S4, respectively.

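The authors' deposited table holds every site of both lists. Of the 11 sites found for the genes of Table S3, 2 overlapped a peak. Both lie in ZBTB20, and the same peak covered them in 2 Fts samples and no Fs sample. The ZBTB20 site on chromosome 13 from 145629978 to 145630220 lies in the coding sequence of exon 5 of 6, and the peak had scores of 78.8 and 108.2 there. Of the 10 sites of Table S4, 2 overlapped a peak. The site listed under ENSSSCG00000022794, on chromosome 7 from 120636122 to 120636521, lies in the coding sequence of exon 2 of HHIPL1 in the RefSeq annotation, with peak scores of 147.4, 121.8 and 77.0 in the Fs samples and no peak in Fts. The site in B4GALNT4, on chromosome 2 from 200462 to 200900, had peaks in 2 Fs samples, with scores of 4.4 and 26.5, and no Fts sample. The paper lists a fold change of 461 for B4GALNT4 and of 241.3 for ZBTB20. The highest score in the authors' deposited table, 13.6, belongs to a site in RAI1 on chromosome 12, where no sample had a peak.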

**Fig. 2:**
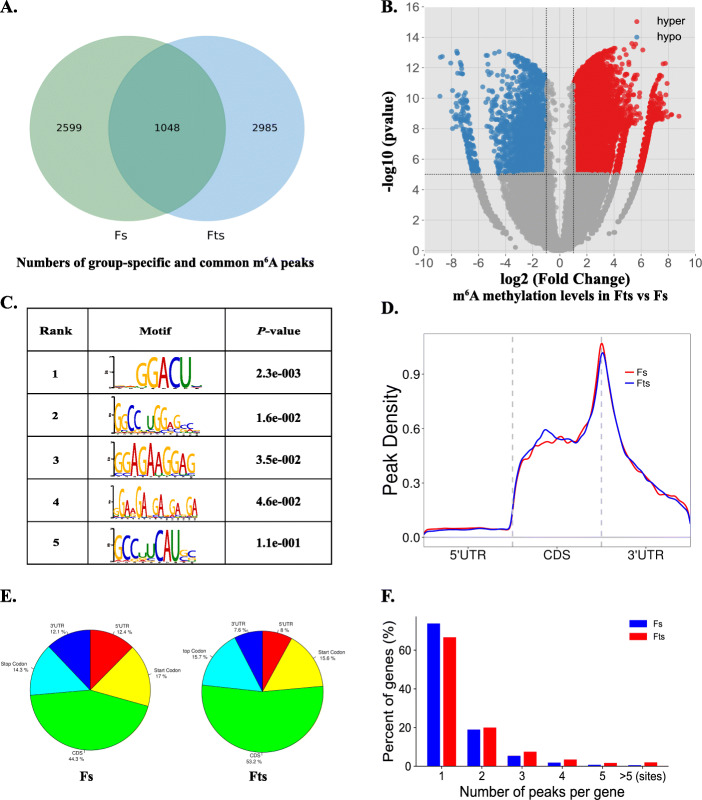
Overview of m^6^A methylation in Fs and Fts. **A** Venn diagram of common m^6^A peaks within mRNAs in Fs and Fts. **B** Volcano plots of all distinct m^6^A peaks (|fold change| ≥ 2 and *P* < 0.00001). hyper: hyper-methylated; hypo: hypo-methylated. **C** The top five motif sequences for m^6^A-containing peaks from all samples. **D** Proportion of genes harboring different numbers of m^6^A peaks in Fs and Fts. **E** Pie charts showing the percentage of DMMSs in different gene contexts. **F** Enrichment of m^6^A peaks along transcripts. Each transcript is divided into three segments, including 5’UTR, CDS, and 3’ UTR. Fs, fresh sperm; Fts, frozen-thawed sperm

To determine the conserved RRACH (R = purine, A = m^6^A and H = non-guanine base) motif in all identified m^6^A peaks, the top 2000 m^6^A-containing peaks from all sperm samples were analyzed. Out of these, five motif consensus sequences were listed by enrichment, consistent with former studies, reinforcing the authenticity of the data (Fig. 2C). In addition, metagene profile analysis indicated that m^6^A peaks were preferentially located at coding regions (CDS), at start codons, and near stop codons in both Fs and Fts groups; Fts had higher proportion of m^6^A peak enrichment in CDS than Fs (Fig. 2D and E). 

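STREME, which searches for motifs without a preset sequence, was not run. Instead the share of peaks with at least 1 RRACH was set against control windows of equal length from elsewhere on the same transcript. The 2000 peaks with the highest score of each sample were taken. Of these, the peaks on an annotated mRNA with room for a control window were tested. They numbered 1599 to 1623 in the Fs samples and 1686 to 1750 in the Fts samples. RRACH is short and frequent, and most windows of this length hold one by chance. In Fs, 78.6% ± 0.220 (SD, n = 3) of the peaks and 79.4% ± 0.850 of the control windows held RRACH. In Fts, the shares were 87.3% ± 1.81 and 83.8% ± 1.34. The difference of peaks minus control windows averaged 1.37 percentage points over the 6 samples, and 3 samples lay above 0 (two-sided exact sign test, p = 1). The window moved this result most, and with 100 bp around the midpoint the difference was -0.758 points. Against the peaks' own bases in shuffled order the difference was 3.21 points, above 0 in 6 of 6 samples (two-sided exact sign test, p = 0.031, the smallest p that 6 samples allow). This excess is not particular to peaks. The frequency of RRACH relative to own shuffled bases averaged 1.12 in peaks and 1.20 in control windows. GGACT, a single form of the motif, was 1.06 points more frequent in peaks than in control windows, also in 6 of 6 samples (p = 0.031 by the same exact test). Peaks held more G and C than control windows, 56.1% against 51.8% in Fs and 53.1% against 48.4% in Fts. GGACT was not set against shuffled bases, so base composition may account for its excess. With DRACH in place of RRACH, the difference was -0.0139 points.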

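Each peak on an mRNA was placed by its midpoint on the longest coding transcript of its gene, with the classes start codon and stop codon reaching 100 nt to each side of the codon. CDS held 70.9% ± 0.647 (SD, n = 3) of the peaks in Fs and 75.0% ± 0.474 in Fts, a difference of 4.15 percentage points with the same direction in the 3 pairs (two-sided exact sign-flip test, p = 0.25). The Fts samples lay above the Fs samples without overlap. The alternative that moved it most was a score of at least 50, with a difference of 6.92 points. Shares of peaks joined across exon junctions were not computed. Joining removed 1.56% of the peaks in Fs and 8.44% in Fts, so counting peaks by exon may be part of the difference. The start codon class held 8.97% ± 0.484 of the peaks in Fs and 8.13% ± 0.397 in Fts. The stop codon class held 3.88% ± 0.150 and 3.97% ± 0.0621. The 5'UTR held 6.92% ± 0.335 in Fs and 5.41% ± 0.167 in Fts, and the 3'UTR 9.37% ± 0.343 and 7.48% ± 0.167. These shares were then divided by the share of transcript length that each class takes up in the same transcripts. The ratio was 1.61 in Fs and 1.45 in Fts for the start codon, 1.46 and 1.56 for CDS, and 0.668 and 0.681 for the stop codon. For the 3'UTR it was 0.313 and 0.243. With codon classes of 200 nt, the ratio of the stop codon class was 0.728 in Fs and 0.751 in Fts.

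**Figure D2:**
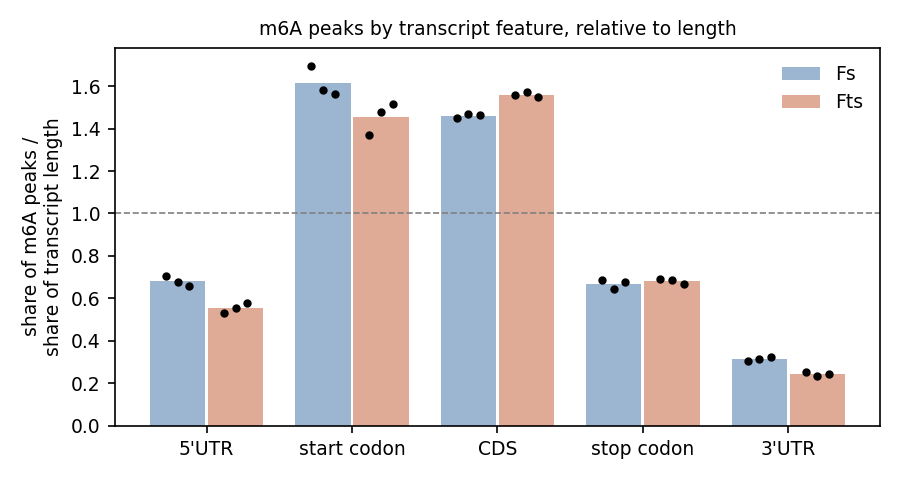
Share of m6A peaks in each transcript feature divided by the share of transcript length, in Fs and Fts. Peaks were not joined across exon junctions. Bars are means of the 3 samples of a group, points are samples and the dashed line marks the ratio expected from length alone; start codon and CDS lie above the line and the other classes below it in all samples.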

Generally, about 80 and 70 % of m^6^A-containing genes had only one m^6^A peak in Fs and Fts, respectively. 

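Among genes with at least 1 peak on an exon of the same strand, 74.5% ± 2.75 (SD, n = 3) had a single peak in Fs and 66.2% ± 2.34 in Fts. The difference was -8.32 percentage points, with the same direction in the 3 pairs (two-sided exact sign-flip test, p = 0.25). Between 5225 and 6521 genes per sample entered these shares. The largest shift came from a score of at least 50, with a difference of -12.9 points. In the peak sets covered in all 3 samples of a group, 87.1% of the genes of Fs and 78.0% of those of Fts had a single peak. When the same number of peaks, 8015, was drawn from each sample, the difference was -6.00 points.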

The number of transcripts containing two or more peaks in Fts was greater than in Fs (Fig. 2F).

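Genes with more than 1 peak numbered 1167, 1690 and 1724 in the Fs samples and 1725, 2182 and 2242 in the Fts samples. The mean rose by 522.7 genes from Fs to Fts, in each of the 3 pairs (two-sided exact sign-flip test, p = 0.25). Genes with 4 or more peaks numbered between 87 and 160 in Fs and between 285 and 481 in Fts. FN1, on chromosome 15 from 117658158 to 117737145, had the most peaks of all genes in the 3 Fts samples, with 32, 31 and 27, and 1, 2 and 0 in the Fs samples. Its longest transcript has 50 exons. Many peaks in the deposited lists end at an exon end, and when peaks that met across an exon junction were joined, FN1 had 9, 12 and 13 in Fts.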

### Distribution of differentially methylated m^6^A sites (DMMSs)

All differentially methylated m^6^A sites (DMMSs) within mRNAs were mapped to chromosomes to evaluate their distribution profiles (Fig. 3A). The top five chromosomes with the highest relative densities of DMMS normalized to chromosome length, in decreasing order, were 12, 3, 14, 2 and 7 (Fig. 3B). 

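Of the 1928 sites, 1887 lie on chromosomes 1 to 18, X and Y and 41 on unplaced scaffolds. Chromosome 12 had the highest density in the authors' deposited table, 1.88 sites per Mb, or 2.43 times the density over all chromosomes. It was followed by chromosomes 3 with 1.13, 2 with 1.11, 6 with 0.972 and 7 with 0.927 sites per Mb, and by chromosome 14 with 0.889. Against chromosome length, the sites were unevenly distributed (chi-square statistic 243.6, p = 1e-05 from 100000 multinomial draws, the smallest p they can give). Sites are not independent replicates. Chromosome 12 also had the most m6A peaks of the 6 samples per Mb, 42.0. Its sites per 1000 peaks were also high, 44.8, below only X with 75.4 and chromosome 11 with 45.2. The reference moved the result most. Per Mb of annotated exon, chromosome 3 came before 12, with 28.5 and 27.9 sites per Mb of exon, and the chi-square statistic was 25.4 (p = 0.145 from as many multinomial draws).

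**Figure D3:**
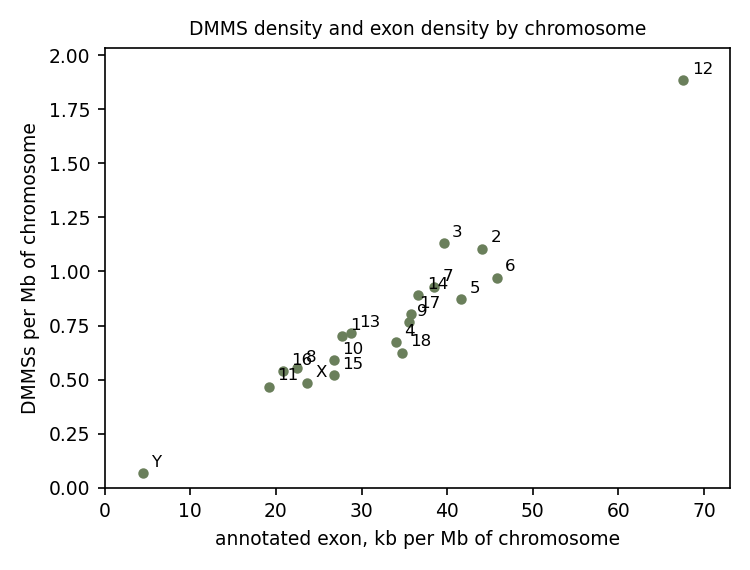
Differential sites per Mb of chromosome against the kb of annotated exon per Mb, for each of the 20 chromosomes, labelled by its name. Chromosome 12, with 1.88 sites per Mb, also has the most exon sequence per Mb.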

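The site in SORD lies on chromosome 1 from 126700863 to 126701420, on an exon outside the longest coding transcript of the gene, and has a score of 11.2 in the authors' deposited table. It overlapped a peak in all 3 Fts samples, with peak scores of 22.1, 40.5 and 38.5, and no peak in the Fs samples. The site in NAGK lies on chromosome 3 from 71501822 to 71502660, in the last exon and the 3'UTR, with a score of 10.2 in the same table. It overlapped a peak in 1 Fs sample, with a peak score of 5.14, and none in Fts. Over the whole gene, SORD had 1 peak in each Fs sample and 3, 2 and 3 in the Fts samples. NAGK had 2, 0 and 1 peaks in the Fs samples and no peak in Fts.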

By using Integrative Genomics Viewer (IGV, v2.8.2) software, we displayed two representative DMMSs selected from MeRIP-seq, *SORD* (hypermethylated peak) and *NAGK* (hypomethylated peak), which showed altered m^6^A intensity (Fig. 3C). Further, we conducted an independent methylated RNA immunoprecipitation-qPCR (MeRIP-qPCR) experiment to detect total mRNA m^6^A levels of ten randomly selected genes with DMMSs. Notably, six hypermethylated genes, *FOXO3*, *NADK2*, *ACLY*, *HIF1A*, *SLC9A3R1*, and *PKM*, and one hypomethylated gene, *FASN*, were reported to be involved in regulation of sperm quality. All of these genes have significantly altered total mRNA m^6^A levels as measured by MeRIP-qPCR (Fig. 3D). Among these, the m^6^A levels of nine genes were consistent with MeRIP-seq data; conversely, the total m^6^A level of *FASN* was reduced in Fts by MeRIP-qPCR but showed an increase in the MeRIP-seq data. These results confirm the accuracy of our sequencing data.

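The 10 genes hold 12 sites in the authors' deposited table, and 6 of them overlapped a peak of any sample. Peaks were in more Fts than Fs samples at 3 of these sites, in FOXO3, SLC9A3R1 and PPP1R3B. The FOXO3 site, on chromosome 1 from 74755425 to 74755780 in the 3'UTR, had peaks in the 3 Fts samples, with scores of 6.56, 3.10 and 6.55. The SLC9A3R1 site, at the start codon on chromosome 12 from 6483262 to 6483548, had peaks in 2 Fts samples, with scores of 116.9 and 304.3. The PPP1R3B site had a peak in 1 Fts sample. Of the 2 sites in PKM, the one on chromosome 7 from 60972822 to 60973254 had peaks in 2 Fs samples, with scores of 3.49 and 4.62, and no Fts sample, and the other had a peak in all 6 samples, with higher scores in each Fs sample than in any Fts sample. The MYD88 site, 230 bp upstream of the RefSeq gene, had a peak in 1 Fs sample. No sample had a peak at the sites of NADK2, HIF1A, MCUR1, ACLY and FASN. Over the whole gene, FASN had 2, 4 and 1 peaks in the Fts samples and no peak in Fs. The mean number of peaks over the whole gene was also higher in Fts for the other genes, apart from PKM and MYD88. PKM had more in Fs, and MYD88 had no peak. MeRIP-qPCR measured each mRNA as a whole, while a site covers a part of it.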

**Fig. 3:**
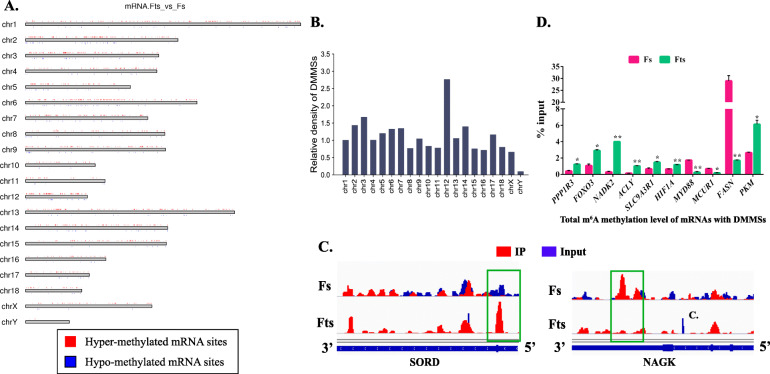
Distribution of differentially methylated m^6^A sites (DMMSs). **A** Chromosomal distribution of all DMMSs within mRNAs. **B** Relative occupancy of DMMSs in each chromosome. **C** Data visualization analysis of two representative hyper- and hypo-methylated genes in Fts and Fs groups. The green rectangles show the locations of differentially methylated peaks. **D **The validation of total m^6^A methylation level of ten mRNAs with differentially methylated sites selected from MeRIP-seq data. Fs, fresh sperm; Fts, frozen-thawed sperm. “*P < 0.05, **P < 0.01”

### GO and KEGG pathway analysis of genes containing significantly altered m^6^A peaks (DMMGs)

In order to explore the physiological functions of m^6^A methylation in Fts, the genes containing significantly altered m^6^A peaks (differentially methylated m^6^A genes, DMMGs) were subjected to GO and KEGG pathway analysis. GO analysis (biological process, BP; cellular component, CC; molecular function, MF; Table S5-1, S5-2) of the hyper- and hypo-methylated genes in Fts showed that hyper-methylated genes were significantly (*P* < 0.05) involved in metabolism, including in macromolecule metabolic process and organic substance metabolic process, gene expression, and transcription (ontology: BP). Furthermore, these genes also play a part in cell and intracellular organelles (ontology: CC) and protein binding (ontology: MF, Fig. 4A). Hypo-methylated genes in Fts were significantly enriched in transcription from RNA polymerase II promoter, regulation of RNA metabolic process, regulation of transcription, and DNA-templating (ontology: BP), external side of plasma membrane (ontology: CC), and transcriptional regulatory region DNA binding and enzyme binding (ontology: MF, Fig. 4B). Moreover, KEGG pathway analysis revealed that hyper- and hypo-methylated m^6^A sites representing genes in Fts were enriched in mTOR, AMPK, MAPK, and TGF-beta signaling pathways (Fig. 4C, D, Table S6-1, S6-2).

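For the hyper-methylated genes, Table S6-1 names 9 genes for the mTOR, 13 for the AMPK and, with TAOK1 listed more than once, 19 for the MAPK signaling pathway, and for the hypo-methylated genes Table S6-2 names 5 for the TGF-beta signaling pathway. Sites on an exon of the same strand were found for 8, 13, 19 and 4 of them in the authors' deposited table. At the 8 sites of the mTOR genes, 3 overlapped a peak, and 2 of these had it in more Fts than Fs samples. Of the 13 sites of the AMPK genes, 3 overlapped a peak. Of the 23 sites of the MAPK genes, 10 overlapped a peak, 8 of them in more Fts and 2 in more Fs samples. None of the sites of the TGF-beta genes BMP5, BMP7, CUL1 and TFDP1 overlapped a peak, while the site nearest to BMPR1B, 527 bp downstream of it, had a peak in 1 Fs sample and no Fts sample. For RRAGC, listed for mTOR, the nearest site lies 2622 bp upstream and had no peak. The paper's reported p-values are 0.00371 for mTOR, 0.00793 for AMPK, 0.0354 for MAPK and 0.00173 for TGF-beta. The false discovery rates in the same tables are 0.297, 0.391, 0.699 and 0.513.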

**Fig. 4:**
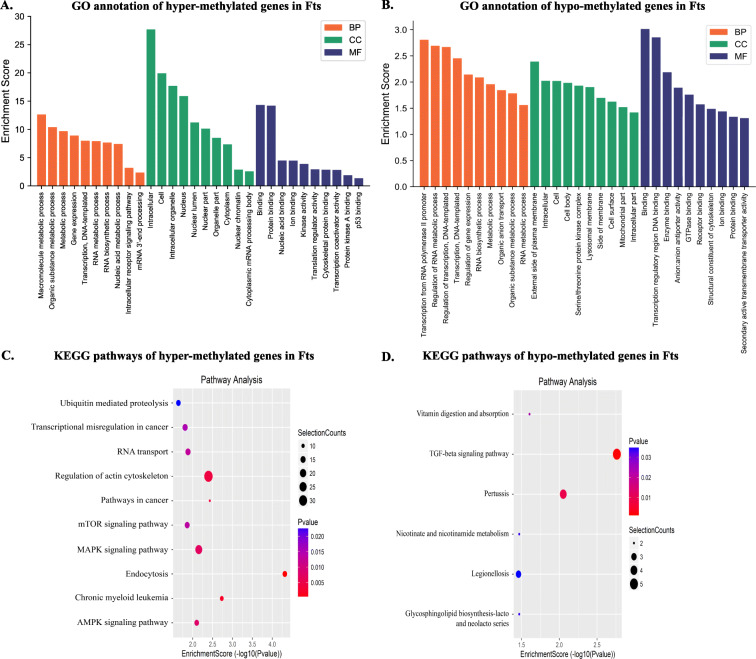
GO and KEGG analyses of coding genes containing altered m^6^A peaks in Fs and Fts. **A** Distribution of GO terms significantly enriched for hyper-methylated genes in Fts. **B** Distribution of GO terms significantly enriched for the hypo-methylated genes in Fts. **C** Significantly enriched pathways for the hyper-methylated genes in Fts. **D** Significantly enriched pathways for the hypo-methylated genes in Fts. Fs, fresh sperm; Fts, frozen-thawed sperm

### Joint analysis of DMMGs and differentially expressed genes (DEGs)

Given the indispensable function of RNA m^6^A modifications in regulating gene expression, transcriptome profiles of altered genes in Fts were determined by RNA-sEq. Scatter plots showed the presence of 295 significantly up-regulated genes and 2,071 significantly down-regulated genes (|fold change| ≥ 2, *P* < 0.05) between Fs and Fts (Fig. 5A, Table S7-1, S7-2). 

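Table S8 lists the sites in genes that also differed in expression, and it was held in full for the comparison of the groups, with 188 hyper-methylated and 24 hypo-methylated sites. All 212 were found by name in the authors' deposited table. Counted by gene symbol, the sites lay in 151 hyper-methylated and down-regulated, 13 hyper-methylated and up-regulated, 19 hypo-methylated and down-regulated and 4 hypo-methylated and up-regulated genes. Of the 175 sites in hyper-methylated and down-regulated genes, 74 had a peak in more Fts samples and 3 in more Fs samples (two-sided exact sign test, p = 1.01e-18, sites not being independent). The other 98 were ties, 93 of them without a peak in any sample. Of the 20 sites in hypo-methylated and down-regulated genes, 8 had a peak in more Fs samples and 0 in more Fts samples. Here too, sites and peaks came from the same samples, so these counts do not check the directions independently.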

All genes were divided into four groups based on joint analysis of DMMGs and DEGs, including 13 hyper-methylated & up-regulated genes (hyper-up), 19 hypo-methylated & down-regulated genes (hypo-down), 149 hyper-methylated & down-regulated genes (hyper-down), and 3 hypo-methylated & up-regulated genes (hypo-up) (Fig. 5B). Notably, 88.7 % (149/168) of the down-regulated mRNAs contained hyper-methylated m^6^A peaks. 

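By the sites of Table S8, 88.8% of the 170 down-regulated genes carried a hyper-methylated site, and so did 76.5% of the 17 up-regulated genes (odds ratio 2.45, two-sided Fisher's exact test, p = 0.235). Of the 187 genes of the 4 groups together, 149 have no FPKM in Fts in the paper's table. That was 132 of the 151 hyper-methylated and 17 of the 19 hypo-methylated genes that were down-regulated.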

GO and KEGG analysis revealed that DEGs containing hyper- and hypo- methylated m^6^A peaks were significantly enriched in many important biological processes and pathways, such as sperm capacitation, calcium-mediated signaling, sperm motility, and apoptosis (Fig. 5C, D, Table S8). 

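The genes BCL2L1, CARD6, PIK3R1, NCALD, SOX9, PLCB1, PDE4A, NFATC3 and ACLY hold 12 sites in the authors' deposited table, all of them hyper-methylated in Table S8. Of these sites, 5 overlapped a peak, and 4 had it in more Fts than Fs samples. The site in NCALD, on chromosome 4 from 35345535 to 35345931 in the coding sequence of exon 2, overlapped a peak in the 3 Fts samples, with scores of 85.2, 58.3 and 67.4, and no peak in Fs. A site at the stop codon of SOX9, on chromosome 12 from 8643582 to 8645104, had peaks in the 3 Fts samples, with scores of 41.2, 76.3 and 87.6. The CARD6 site had peaks in 2 Fts samples, with scores of 12.4 and 16.0, and the BCL2L1 site in 1, with a low score of 3.45. A PIK3R1 site on chromosome 16 from 46446240 to 46446956 had a peak in all 6 samples. No sample had a peak at the sites of ACLY, PDE4A, NFATC3 and PLCB1, at the second PIK3R1 site or at the second SOX9 site. Over the whole gene, the mean number of peaks was higher in Fts for ACLY, BCL2L1, PIK3R1, NCALD and SOX9. It was higher in Fs for PDE4A and CARD6, and equal for NFATC3 and PLCB1. The paper's fold changes for the 12 sites range from 2.31 in NCALD to 17.8 in SOX9.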

Nine differentially methylated DEGs between Fs and Fts, associated with sperm quality and function, including regulation of sperm motility and capacitation, are listed in Table 1.

**Fig. 5:**
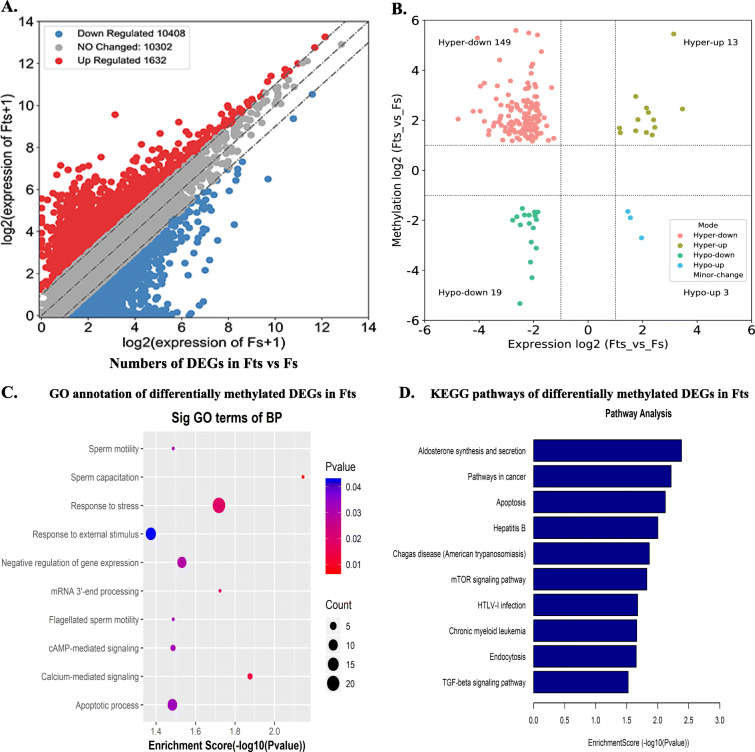
Joint analysis of DMMGs and DEGs. **A** Scatter plots showing the DEGs between the Fs and Fts (|fold changes| ≥ 2 and *P* < 0.05). **B** Four quadrant graphs exhibiting the DEGs containing DMMSs. **C** The major GO terms of significantly enriched differentially methylated DEGs by GO analysis. **D** The top ten pathways of significantly enriched differentially methylated DEGs by KEGG analysis. Fs, fresh sperm; Fts, frozen-thawed sperm

**Table 1:** Functions of the differentially expressed and methylated DEGs between Fs and Fts during cryopreservation

Gene symbol	Regulation (Fts vs. Fs)						Description
	**Methylation**	**Fold Change**	***p*_value**	**mRNA expression**	**Fold Change**	***p*_value**	
*ACLY*	Up	2.8	5.18E-06	Down	-inf	2.72e-02	Regulation of the ram sperm energy metabolism and ATP supplement [34, 35]
*PDE4A*	Up	2.8	4.67E-06	Up	2.3	3.14e-02	Regulation of bovine sperm motility [36]
*NFATC3*	Up	11.3	3.20E-06	Down	-inf	7.20e-03	Differentially represented between fresh- and frozen-sperm in boar [31]
*BCL2L1*	Up	3.1	8.07E-06	Down	-inf	2.80e-03	Cell apoptosis protecting [37]
*CARD6*	Up	2.9	4.07E-06	Down	-inf	5.00e-05	Regulation of apoptosis [38]
*PIK3R1*	Up	3.2	2.56E-06	Down	-inf	5.00e-05	Involved in actin polymerization during bovine sperm capacitation [39]
*NCALD*	Up	2.3	1.13E-06	Down	-inf	5.00e-05	Regulation of Calcium-modulated transduction in human and bovine sperm [40]
*SOX9*	Up	11.0	8.73E-07	Down	-inf	5.00e-05	Regulate male fertility in mice [41]
*PLCB1*	Up	7.7	5.65E-06	Down	-inf	9.50e-04	Essential for acrosome reaction and fertilization in mouse sperm [42]

Note: -inf means negative infinity

## Discussion

The process of freezing-thawing induces dramatic changes in sperm, including osmolarity, volume, and oxidative stress [43, 44]. These rapid transitions could affect cell membrane fluidity, plasma membrane integrity, and DNA structure [45, 46]. In addition, dysregulation of redox homeostasis [47] and mitochondrial activity [48], and expression of cryoinjury-related genes [49, 50] could eventually impair morphology, motility, and metabolism of frozen-thawed sperm [51]. Recent studies indicated that cryopreservation as an environmental stimulus alters transcript, non-coding RNA (miRNAs, LncRNAs etc.), and protein levels. These altered transcripts, non-coding RNA, and proteins were demonstrated to be associated with post-thawed sperm quality, such as motility, survival, fertility, and early embryonic development [52]. Moreover, the process of freezing and thawing also induces an alteration of sperm epigenetics [10, 11]. However, transcriptome-wide epigenetic modifications in sperm have not been reported. Previous studies demonstrated that m^6^A methylation was significantly associated with cellular response to environmental stimuli, such as endocrine-disrupting chemicals [53], oxidative stress [54], and inflammation [55]. In this study, we first found that the methyltransferases METTL3 and METTL14 were down-regulated in frozen-thawed sperm. Conversely, the protein levels of FTO, ALKBH5, and YTHDF2 were inconsistent with their mRNA levels. Previous studies demonstrated that freezing-thawing treatment affects mRNA-protein interactions and makes mRNA more susceptible to degradation [56]. Moreover, the decrease of some transcripts might also result from an increase in translation for more protein synthesis [57]. Oxidative stress could induce elevated m^6^A levels and up-regulate the expression of *FTO* without affecting protein levels. Thus, cryoprotectant might exert a protective effect against oxidative stress by inhibiting of the expression of FTO in sperm [58]. mRNA levels of key m^6^A modification enzymes, including METTL3, METTL14, FTO, and YTHDF2, are highly correlated with the proportion of m^6^A modifications of total mRNA [59]. Germ cell-specific inactivation of METTL3 and METTL14 causes loss of m^6^A modifications [24]. Overexpression of ALKBH5 can suppress the expression of m^6^A-modified mRNA [60]. Additionally, the m^6^A modification reader YTHDF2 shows identical binding to all m^6^A sites in mRNAs and mediates the degradation of m^6^A-mRNAs [61, 62]. These findings suggest that cryopreservation may affect the methylation level and stability of m^6^A-modified mRNA, which reflects the metabolic status of a cell under environment stress. In the present study, we investigated the importance of m^6^A methylation in sperm by using MeRIP-seq to determine the mRNA m^6^A profiles of Fs and Fts.

We discovered unique patterns of m^6^A modifications in mRNA from Fs and Fts. 

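The Jaccard index, the base pairs covered in both of a pair of samples divided by those covered in either, lay between 0.360 and 0.403 for samples of the same group and between 0.170 and 0.199 for an Fs and an Fts sample. The mean within groups exceeded the mean between groups by 0.194. Of the 10 ways to split the 6 samples into 3 and 3, only the split into Fs and Fts gave a value as large (exact permutation, p = 0.1, the smallest share that 10 splits allow), and the next largest was -0.0107. A score of at least 50 moved the difference most, to 0.243. The 6 lists merged into 29695 regions, of which 14119 were covered in a single sample and 1042 in all 6. A peak in the 3 samples of one group and in none of the other was found in 2985 regions, 1101 for Fs and 1884 for Fts. The other splits gave between 148 and 214. The number followed the minimum score and the number of samples required, with 778 regions at a score of at least 50. The paper states that the patterns of m6A in Fs and Fts are distinct.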

The motifs of m^6^A modification sites in sperm mRNA were revealed by enrichment analysis, which showed that the RRACH consensus sequences were consistent with other studies in various species [14, 63, 64]. Further, we found that m^6^A peaks were especially enriched in CDS, at start codons, and near stop codons, which is consistent with prior work in human and mice [14, 65]. Moreover, m^6^A methylation patterns in sperm are the same as in other tissues of the pig, such as fat and muscle [66], which further confirms that features of RNA m^6^A methylation are conserved in pig. 

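By sample, between 91.7% and 94.2% of the genes with a peak had 1 or 2 peaks in Fs, and between 84.3% and 87.9% in Fts. The most peaks on a gene of an Fs sample were 10, 11 and 10, each time on UNC13A.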

We identified numerous m^6^A peaks that varied widely among individual transcripts, and most of them harbored only one or two m^6^A peaks, which was consistent with previous studies in humans [67] and chickens [68]. 

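The 18 autosomes, X and Y each held sites of the authors' deposited table, from 192 on chromosome 1 to 3 on chromosome Y. Of the genes annotated on a chromosome, between 4.11% on Y and 10.2% on chromosome 11 held a site. Chromosome X held 61 sites, in 6.43% of its genes.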

Analysis at the whole chromosome level showed that mRNAs containing altered m^6^A peaks were transcribed from all chromosomes, especially autosomes [67, 69], indicating that m^6^A modification patterns in Fts are widely changed and may involve many pathways that influence the function of sperm. Furthermore, the total m^6^A level of nine transcripts (*PPP1R3*, *FOXO3*, *NADK2*, *ACLY*, *SLC9A3R1*, *HIF1A*, *MYD88*, *MCUR1*, and *PKM*) were evaluated using MeRIP-qPCR and found to be consistent with the MeRIP-seq results. The findings suggest that transcript identification and estimates of expression were highly reliable.

It has been demonstrated that a variety of signaling pathways and regulatory mechanisms participate in normal sperm function. Herein, GO and KEGG pathway analyses were performed to deduce potential functions of DMMGs. GO analysis revealed that coding genes with altered m^6^A peaks were mainly involved in biological processes such as metabolism, gene expression, and regulation of RNA metabolism. Cryopreservation impairs numerous proteins implicated in mitochondrial tricarboxylic acid (TCA) cycle and oxidative phosphorylation, which contribute to proper metabolism and oxidoreductase activity in sperm [70]. Cryodamage is also involved in the degradation of certain mRNAs; therefore, it could impair the function of relevant proteins [50]. Natural modifications of cellular RNA enable the orderly metabolism and function of diverse RNA species, thereby affecting gene expression [71]. Recent studies have suggested that environmental perturbations could induce epigenetic changes in the testis. After exposure to environmental toxins, genes with differentially methylated DNA regions or differentially expressed mRNA in Sertoli cells of F3 generation rats were enriched in categories including metabolism, transcription, and cytoskeleton [72]. Therefore, m^6^A methylation may mediate the regulation of sperm RNA levels and metabolism during cryopreservation. KEGG analysis revealed that DMMGs were significantly enriched in the ubiquitin mediated proteolysis, AMPK, mTOR, and MAPK signaling pathways, which are known to control stress response, apoptosis, and capacitation in sperm [73, 74]. Ubiquitin acts as a molecular marker and tags proteins for degradation by the proteasome. High sperm surface ubiquitination is coupled with lower developmental competence of pig embryos [75]. Cryopreservation induced a significant decrease in the percentage of ubiquitinated boar sperm, and the ability of frozen-thawed sperm to capacitate and of the acrosome to react were both influenced by ubiquitination [76]. AMPK is a key kinase involved in regulating the cellular redox state by switching metabolic pathways under stressful conditions. Zhu et al. reported that resveratrol is beneficial for improving the quality of post-thaw boar sperm by activating the AMPK pathway to reduce sperm apoptosis [3]. The PI3K/AKT/mTOR signaling pathway is involved in the regulation of sperm autophagy and mTOR is considered a central integrator of several signals, allowing it to regulate metabolism and redox balance [77]. Furthermore, the process of freezing and thawing can activate p53 via the p38/MAPK pathway and subsequently cause apoptosis in sperm [78]. Similar KEGG pathways, including MAPK, TGF-beta, and ubiquitin-mediated proteolysis signaling pathways, which are directly linked with sperm quality, contain miRNAs that were differentially expressed in sperm exposed to fluoride [79]. In addition, a series of DMMGs were found to participate in stress response, apoptosis, substrate metabolism, and sperm motility. 

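SIRT1 has 1 site in the authors' deposited table, on chromosome 14 from 71120829 to 71121180 in the coding sequence of its last exon, and PARK7 has 1 site on chromosome 6 from 68644957 to 68645800. The paper lists them as hyper-methylated, with fold changes of 3.05 and 3.10. Neither site overlapped a peak of any sample. Over the whole gene, a peak was called in 1 Fts sample for SIRT1 and in 1 Fts sample for PARK7, and in no Fs sample.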

Sirtuin 1 (*SIRT1*), a histone deacetylase, was found to be involved in regulating transcription, energy metabolism, and oxidative stress and to contribute to sperm abnormalities in infertile men [80–82]. Evidence indicates that increased expression of *SIRT1* could suppress spermatogonial cell apoptosis, and DNA hyper-methylation of *SIRT1* promotes down-regulation of *SIRT1* expression [83, 84]. Defects in Parkinsonism-associated protein 7 (*Park7*, also known as *DJ-1*), an oxidative stress response product, have been widely reported to be correlated with male infertility [85–87]. Recently, *Park7* was observed as a target gene for the mitochondria-related miRNA miR-4485-3p which may link mitochondrial dysfunction and male asthenozoospermia [88]. Kinesins (*KIFs*) are a superfamily of motor proteins and have been reported to play a role in sperm motility and apoptosis [89–92]. In our data, some differentially methylated *KIF* genes were also detected, including *KIF1B*, *KIF5A*, *KIF5B*, and *KIF15*. 

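The authors' deposited table holds 2 sites in KIF1B and 1 each in KIF5A, KIF5B and KIF15. The KIF5B site lies on chromosome 10 from 42645012 to 42645228, in the coding sequence of exon 24 of 26. The paper lists it as hyper-methylated 2.61-fold, and no sample had a peak there. Of the 2 KIF1B sites, 1 is listed as hyper-methylated 2.83-fold, and no direction was held for the other. The KIF15 site, on chromosome 13 from 27996611 to 27996820 in exon 8, overlapped a peak in 2 Fs and 2 Fts samples, with scores of 23.8 and 22.0 in Fs and 72.2 and 93.7 in Fts. No sample had a peak at the sites of KIF1B and KIF5A. Over the whole gene, KIF5B had no peak in Fs and 0, 2 and 2 peaks in Fts.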

Interestingly, both hyper- and hypo-methylated peaks on the mRNA of *KIF5B* (2.8- and 11.6-fold change, respectively) were detected. Similarly, *NDUFS1*, an oxidative phosphorylation marker, whose mRNA methylation increased 3.2-fold after cryopreservation in our study, was detected at low levels in semen collected from patients with testicular cancer and at high levels in the sperm of infertile men [93, 94]. 

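No site of the authors' deposited table lies within NDUFS1 as RefSeq annotates it, on chromosome 15 from 109413726 to 109451813. The nearest lies 68 bp upstream, from 109451882 to 109452435. It overlapped a peak in the 3 Fts samples and in no Fs sample.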

Sorbitol dehydrogenase (*SORD*) converts sorbitol to fructose, which can be further metabolized via the glycolytic pathway to yield ATP [95]. This reproduction-related gene is also involved in the maturation and capacitation of sperm [96]. Moreover, N-acetyl glucosamine kinase (*NAGK*) was predicted to significantly affect ATP production and regulate metabolism in asthenozoospermia [97]. As shown in Fig. 3C, *SORD* and *NAGK* mRNA were hyper-methylated and hypo-methylated in the Fts group, respectively. In the present study, all of the above-mentioned genes in sperm showed different m^6^A methylation after cryopreservation, but their expression levels did not change significantly. Thus, we propose that m^6^A methylation may affect other conditions related to these genes to regulate the viability, motility, and energy metabolism of boar sperm, which is should be investigated in future studies.

Our previous data from transcriptome sequencing of fresh and frozen-thawed boar sperm revealed that DEGs in frozen sperm are enriched in many important biological processes and pathways, such as sperm motility, metabolism, and apoptosis [98], which is in accordance with our present study of differentially methylated DEGs showing enrichment in these pathways (Table 1). Among these genes, ATP citrate lyase (*ACLY*), a vital gene involved in the TCA cycle whose mRNA was hyper-methylated and down-regulated in the Fts group, has been implicated in male infertility [99]. Further, previous studies also demonstrated that *ACLY* can regulate sperm energy metabolism and ATP production [34, 35]. Phosphodiesterase 4 A (*PDE4A*), whose mRNA was found to be hyper-methylated and up-regulated after cryopreservation in our study, regulates the motility of bovine sperm [36]. In addition, studies have shown that *PDE4A* can modulate sperm chemotaxis by controlling the level of cAMP during fertilization [100, 101]. The mRNA of nuclear factor of activated T cells 3 (*NFATC3*), a potential marker for predicting the freezability of boar sperm [31], was found to be hyper-methylated and down-regulated in the Fts group. Moreover, BCL2-like 1 (*BCL2L1*), an apoptosis-related gene was reported to prevent apoptosis by inhibiting the release of cytochrome c from mitochondria [37]. Claudin domain containing 1 (*CLDND1*) and Caspase recruitment domain family member 6 (*CARD6*) were found to regulate the apoptosis in breast cancer and non-alcoholic fatty liver disease, respectively [38, 102]. In our combined analysis, we found simultaneous changes in the mRNA m^6^A methylation and expression levels of these genes in the Fts group. Numerous studies have substantiated that m^6^A modification in mRNAs could control RNA translation and transcript fate [103, 104]. The impacts of m^6^A on the transcriptome are attributed to the cross-talk among m^6^A readers, writer-complex components, as well as potential erasers, the significance of which remains to be elucidated. Liu et al. reported that knockout of METTL3 or YTHDC1 could enhance chromatin accessibility and activate transcription in an m^6^A-dependent manner [105]. Additionally, knock-down of the m^6^A reader HNRNPA2B1 in human esophageal epithelial cells decreased mRNA expression of *ACLY* [106], and depletion of FTO leads to increased m^6^A levels in total RNA and reduces protein levels of ACLY in HepG2 cells [107]. These results indicate that m^6^A modification can modulate ACLY expression; therefore, it will be worthwhile to further explore the correlation between ACLY activity and m^6^A levels, as well as the exact mechanism underlying ACLY regulatory effects on sperm.

## Conclusions

Our study, for the first time, comprehensively characterized transcriptome-wide m^6^A methylation profiles in boar spermatozoa. We revealed general characteristics, topological patterns, and differences of m^6^A modification and methylation profiles between fresh and frozen-thawed boar sperm. Compared to controls, the number and enrichment levels of m^6^A modified sites on transcripts, as well as the percentage of m^6^A peaks distributed among coding regions, were increased in frozen-thawed sperm. Moreover, joint analysis of MeRIP-seq and RNA-seq data indicated that DEGs containing DMMSs participate in sperm metabolism, apoptosis, and motility. The process of cryopreservation dysregulates m^6^A modification of mRNA, which may be responsible for cryoinjuries or freezability of boar sperm. Together, our work provides new evidence that cryopreservation induces epigenetic modifications of sperm. However, further studies should be conducted to better elucidate the correlation between m^6^A mRNA modification and sperm function.

## Methods

### Animal ethics statement

All procedures for animal treatments were reviewed and written approved by the Institutional Animal Care and Use Committee in the College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, under permit No. DKYB20081003.

### Semen collection and cryopreservation

Fresh ejaculates with sperm-rich fractions were collected from three healthy, mature, and fertile Duroc boars, provided by Pengzhou Jinzhu Agricultural Development Co., Ltd (Pengzhou, Sichuan, China), using the gloved-hand technique during the autumn-winter period. All ejaculates with morphologically normal, more than 0.8 sperm motility and 1 × 10^8^ mL^− 1^ of sperm concentration were used. The basic extender used for sperm dilution was Beltsville thawing solution (BTS). The fresh ejaculates of each boar were equally divided into two parts and one was immediately exposed to liquid nitrogen (− 196 °C) and then stored at -80 °C for RNA extraction (Fs). Another part (Fts) was cryopreserved according to our previously described procedure [108]. Briefly, all semen samples were the diluted and slowly cooled to 17 °C for 2 h, then centrifuged for 5 min at 1800 rpm. The sperm pellets were diluted with lactose-egg yolk (LEY) extender containing 11 % β-lactose (w/v) and 20 % hen’s egg yolk (v/v) and slowly cooled to 4 °C for 4 h. Then, the semen samples were further diluted (2:1) with a second freezing extender (LEY supplemented with 6 % glycerol) and equilibrated at 4 °C for 30 min. Subsequently, the semen was loaded in previously labeled 0.2 mL straws (FHK, Tokyo, Japan) and equilibrated at approximately − 130 °C above liquid nitrogen vapor for 15 min, then the straws were plunged in liquid nitrogen (-196 °C) until use.

### Total RNA extraction, cDNA synthesis and RT-qPCR

Before total RNA extraction, seminal plasma was removed by centrifuged for 5 min at 4000 rpm and washed with phosphate buffer solution (PBS) for three times. To eliminate somatic cell contamination, sperm pellet was treated with 0.5 % Triton X-100 (Coolaber, Beijing, China) [109]. Then, Total RNA from boar sperm was extracted with Trizol LS Reagent (Invitrogen Corporation, Carlsbad, CA, USA) according to the manufacturer’s instructions. Furthermore, the concentration and purity of sperm RNA were determined by a Nanodrop (Thermo Fisher Scientific, Wilmington, DE, USA), while Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) was used to measure the RNA integrity. The SYBR Premix Ex Taq II Reagent Kit (Takara Biotech, Dalian, China) was used for RT-qPCR on the CFX 96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). Briefly, 5 µL SYBR Green I Premix, 0.5 µL each of forward and reverse primers, 1 µL of cDNA, and sufficient RNase-free water were mixed to reach a total volume of 10 µL. Then, the mixture was subjected to thermal cycling as follows: an initial denaturation step at 95 °C for 3 min, 40 cycles of amplification at 95 °C for 5 s, and primer-specific annealing temperatures were applied for 30 s. Relative expression levels were determined using the 2^−∆∆CT^ method [110]. According to counterparts in GenBank, all the primers were designed using NCBI Primer-Blast search (Table S9). The housekeeping gene, *GAPDH*, was used as the reference to evaluate the relative expression level of mRNAs [111].

### Western blot analysis

Western blot of METTL3, METTL14, FTO, ALKBH5 and YTHDF2 was performed according to previous report [109] with some modifications. Briefly, after seminal plasma was removed, sperm pellets were resuspended in a RIPA buffer (containing 1 % phenylmethylsulfonyl fluoride), placed on ice for 30 min and then centrifuged at 12,000 rpm, 4 °C, for 5 min. The concentration of total protein was measured with a bicinchoninic acid (BCA) kit (Solarbio, Beijing, China) according to the manufacturer’s protocol. The protein was separated by 12 % SDS-PAGE and electrophoretically transferred to PVDF membrane (Beyotime, Shanghai, China). Non-specific binding sites of protein were blocked in QuickBlock Western Buffer (Beyotime, Shanghai, China) for 1 h at room temperature and then incubated with primary antibodies [Anti-METTL3 (ab195352, Abcam), Anti-METTL14 (PA5-43606, Thermo Fisher), Anti-FTO (ab94482, Abcam), Anti-ALKBH5 (ab195377, Abcam), Anti-YTHDF2 (24744-1-AP, Proteintech), and anti-β-tubulin (ab21058, Abcam)] diluted in 5 % BSA in TBST (METTL3: 1:1000, METTL14: 1 µg/ml, FTO: 1 µg/ml, ALKBH5: 1:1000, YTHDF2: 1:5000, and β-tubulin 1:1000) overnight at 4 °C followed by incubation with HRP-conjugated secondary antibodies [goat anti-Rabbit IgG H&L (ab6721, Abcam), 1:10,000 dilution]. After washing the membrane with TBST (Beyotime, Shanghai, China), enhanced chemiluminescence detection was performed by using Immun-Star™ WesternC™ Chemiluminescence Kit (BIO-RAD, Hercules, CA, USA) according to the manufacturer’s protocol. The development of PVDF membrane were performed using ChemiScope 6000 Exp (CLiNX, Shanghai, China). Subsequently, band intensities were analyzed using a Gel-Pro Analyzer (Media Cybernetics, Bethesda, MD, USA). β-tubulin was used as the reference protein.

### High-throughput m^6^A and RNA sequencing with data analysis

High-throughput m^6^A services were provided by Cloudseq Biotech Inc. (Cloudseq, Shanghai, China). Briefly, total RNA was extracted using Trizol LS Reagent (Invitrogen Corporation, Carlsbad, CA, USA) following the manufacturer’s instructions. The Ribo-Zero rRNA Removal Kit (Illumina, Inc., San Diego, CA, USA) was used to reduce the ribosomal RNA content. Then, the RNA was chemically fragmented into fragments about 100 nucleotides in length using fragmentation buffer (Illumina, Inc., CA, USA). RNA fragments were incubated with anti-m^6^A polyclonal antibody (Synaptic Systems, Göttingen, Germany) in immunoprecipitation (IP) buffer for 2 h at 4°C. The mixture was then immunoprecipitated by incubation with protein-A beads (Thermo Fisher Scientific, Waltham, MA, USA) for 2 h at 4°C. Then, bound RNA was eluted from the beads with N^6^-methyladenosine (BERRY & ASSOCIATES, Ann Arbor, MI, USA) in IP buffer and then extracted with Trizol Reagent. The NEBNext® Ultra II Directional RNA Library Prep kit (New England Biolabs, Ipswich, MA, USA) was used to construct RNA sequence libraries for the non-immunoprecipitated input RNA samples (mRNA-seq) and immunoprecipitated IP RNA samples (MeRIP-seq). Library quality control was performed using the BioAnalyzer 2100 (Agilent, Santa Clara, CA, USA) and high-throughput sequencing was carried out in 150-bp double-end mode on an Illumina HiSeq 4000 sequencer (Illumina, Inc., San Diego, CA, USA). Image analysis, base recognition, quality control and original reads (Raw Data) were generated with the Illumina HiSeq 4000 sequencer. First, quality control was performed by Q30, which was followed by trimming of the 3’ adaptors and removal of low-quality reads using cutadapt software (v1.9.3) [112]. Second, the clean reads of all samples were matched to the reference genome (UCSCsusScr11, http://hgdownload.soe.ucsc.edu/goldenPath/susScr11/bigZips/susScr11.fa.gz) using Hisat2 software (v2.0.4) [113]. Third, the Model-based Analysis of ChIP-Seq (MACS) software [114] was used to identify the methylated genes in each sample, and non-immunoprecipitated input RNA was used as a correction for MACS peak calling. Differentially methylated sites with a |fold change| ≥ 2 and *P* < 0.00001 were identified with the diffReps software [115], and a proprietary program was used to screen the peaks on the mRNA for corresponding annotation. Identified m^6^A peaks were subjected to motif enrichment analysis using STREME software (v5.3.0) [116]. For RNA sequencing, raw counts of each feature were harvested by HTseq (v0.9.1) [117], and differentially expressed genes were identified using EdgeR software (v3.16.5) [118] with a |fold change| ≥ 2 and *P* < 0.05. GO analysis and KEGG pathway enrichment analysis were performed on the differentially methylated protein coding genes using the GO (www.geneontology.org) and KEGG (www.genome.jp/kegg) databases.

### MeRIP-qPCR

To validate MeRIP-seq results, the Magna MeRIP m^6^A kit (Millipore, Billerica, MA, USA) was used according to the manufacturer’s instructions. Briefly, poly(A) RNA was first purified from 50 µg of total RNA using the Dynabeads™ mRNA Purification kit (Invitrogen Corporation, Carlsbad, CA, USA) and one-tenth of the RNA was saved as the input control. Pierce™ Protein A/G Magnetic Beads (Thermo Fisher Scientific, Waltham, MA, USA) were prewashed and incubated with 5 µg of anti-m^6^A antibody or rabbit IgG for 2 h at 4 °C with rotation. After 3 washes, the antibody-conjugated beads were mixed with purified poly (A) RNA, and 1 × immunoprecipitation buffer supplemented with RNase inhibitors. Then, the methylated mRNAs were precipitated with 5 mg of glycogen and one-tenth volume of 3 M sodium acetate in a 2.5 volume of 100 % ethanol at − 80 °C overnight after proteinase K digestion. Further enrichment was calculated by qPCR along with the MeRIP RNAs using primers listed in Table S9. The relative enrichment of m^6^A in each sample was calculated by normalizing the Cq value of the m^6^A-IP portion to the corresponding input portion.

### Statistical analysis

All data (unless stated otherwise) are expressed as mean ± standard error of mean (SEM) and analyzed using GraphPad Prism software (v7.0). The comparisons of the Fs and Fts were made using the paired-samples design. For the results of RT-qPCR and WB, the statistical significance was calculated by using a paired *t*-test. Experiments were run in at least three independent replicates and differences were considered significant when *P* < 0.05.

## Supplementary Information

**Additional file 1: Table S1. ** Sequencing data for fresh and frozen-thawed boar sperm

**Additional file 2: Table S2-1. **Methylated RNA sites on mRNAs in fresh and frozen-thawed sperm.

**Additional file 3: Table S2-2.** Differentially methylated sites on mRNAs

**Additional file 4: Table S3.** Genes containing the top ten hyper-methylated peaks in boar Fts compared with Fs

**Additional file 5: Table S4.** Genes containing the top ten hypo-methylated peaks in boar Fts compared with Fs

**Additional file 6: Table S5-1.** GO analysis of up-methylated mRNAs

**Additional file 7: Table S5-2.** GO analysis of down-methylated mRNAs

**Additional file 8: Table S6-1.** KEGG analysis of up-methylated mRNAs

**Additional file 9: Table S6-2.** KEGG analysis of down-methylated mRNAs

**Additional file 10: Table S7-1.** mRNA expression profile of fresh and frozen-thawed sperm

**Additional file 11: Table S7-2.** Differentially expressed mRNAs in fresh and frozen-thawed sperm

**Additional file 12: Table S8.** Joint analysis of differentially methylated sites and differentially expressed mRNAs

**Additional file 13: Table S9.** Primers used for RT-qPCR

## Data Availability

All raw transcriptome data reported in this article have been deposited to the NCBI’s Gene Expression Omnibus, the web link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164691.

## Abbreviations

PPP1R3B: Protein phosphatase 1 regulatory subunit 3B
NADK2: NAD kinase 2, mitochondrial
HIF1A: Hypoxia inducible factor 1 subunit alpha
MYD88: MYD88 innate immune signal transduction adaptor
SLC9A3R1: SLC9A3 regulator 1
FOXO3: Forkhead box O3
MCUR1: Mitochondrial calcium uniporter regulator 1
FASN: Fatty acid synthase
PKM: Pyruvate kinase, muscle
AMPK: Adenosine monophosphate-activated protein kinase
mTOR: Mammalian target of rapamycin
MAPK: Mitogen-activated protein kinases

# Supplementary material for: Transcriptome-wide m6A profiling reveals mRNA post-transcriptional modification of boar sperm during cryopreservation
**Source:** BMC Genomics. 2021 Aug 3;22:588. doi: 10.1186/s12864-021-07904-8
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Sequencing data for fresh and frozen-thawed boar sperm

**Table S1** Sequencing data for fresh and frozen-thawed boar sperm.

|  | **Samples ID** | **Raw reads** | **Clean reads** | **Mapped Reads** | **Mapping Ratio (%)** |
| --- | --- | --- | --- | --- | --- |
| IP-Seq | Fresh-1 | 84,990,906 | 84,647,836 | 68,813,865 | 81.29 |
|  | Fresh-2 | 88,256,904 | 87,902,468 | 71,028,485 | 80.8 |
|  | Fresh-3 | 84,907,708 | 84,564,310 | 68,263,686 | 80.72 |
|  | frozen-thawed-1 | 73,440,690 | 73,272,818 | 56,348,147 | 76.9 |
|  | frozen-thawed-2 | 85,535,666 | 85,330,238 | 64,826,909 | 75.97 |
|  | frozen-thawed-3 | 68,287,426 | 68,131,580 | 51,988,721 | 76.31 |
| Input-Seq | Fresh-1 | 94,515,420 | 92,334,406 | 70,708,492 | 76.58 |
|  | Fresh-2 | 84,442,320 | 82,320,922 | 61,812,064 | 75.09 |
|  | Fresh-3 | 75,679,080 | 74,308,144 | 58,186,020 | 78.3 |
|  | frozen-thawed-1 | 89,113,950 | 59,722,248 | 39,485,092 | 66.11 |
|  | frozen-thawed-2 | 85,546,736 | 66,020,988 | 45,103,118 | 68.32 |
|  | frozen-thawed-3 | 106,252,518 | 87,091,758 | 62,159,103 | 71.37 |

# Supplementary material for: Transcriptome-wide m6A profiling reveals mRNA post-transcriptional modification of boar sperm during cryopreservation
**Source:** BMC Genomics. 2021 Aug 3;22:588. doi: 10.1186/s12864-021-07904-8
**Supplement:** Supplementary file 4 — Additional file 4: Table S3. Genes containing the top ten hyper-methylated peaks in boar Fts compared with Fs

**Table S3** Genes containing the top ten hyper-methylated peaks in boar Fts compared with Fs.

| **Gene symbol** | **Chromosome** | **txStart** | **txEnd** | **Fold change** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| ZBTB20 | 13 | 145,629,977 | 145,630,220 | 241.3 | 5.81E-04 |
| PCNX4 | 1 | 189,120,979 | 189,121,560 | 227.6 | 1.96E-03 |
| ENSSSCG00000031242 | 5 | 63,214,681 | 63,215,740 | 221.2 | 1.46E-04 |
| ENSSSCG00000033363 | 14 | 141,265,681 | 141,266,340 | 197 | 1.47E-04 |
| INTS11 | 6 | 63,598,035 | 63,598,390 | 182.4 | 2.97E-04 |
| ZNF786 | 9 | 109,249,181 | 109,249,960 | 176.7 | 2.40E-03 |
| ZHX1 | 4 | 16,124,784 | 16,125,080 | 168.2 | 2.74E-04 |
| RXFP1 | 8 | 47,601,981 | 47,602,880 | 165.9 | 1.66E-03 |
| PRPF3 | 4 | 98,742,141 | 98,742,820 | 163.7 | 2.85E-04 |
| XIRP2 | 15 | 73,733,201 | 73,733,588 | 160.8 | 3.43E-04 |

Note: txStart and txEnd represent the start/end position of the differentially methylated RNA peaks.

# Supplementary material for: Transcriptome-wide m6A profiling reveals mRNA post-transcriptional modification of boar sperm during cryopreservation
**Source:** BMC Genomics. 2021 Aug 3;22:588. doi: 10.1186/s12864-021-07904-8
**Supplement:** Supplementary file 5 — Additional file 5: Table S4. Genes containing the top ten hypo-methylated peaks in boar Fts compared with Fs

**Table S4** Genes containing the top ten hypo-methylated peaks in boar Fts compared with Fs.

| **Gene Name** | **chromosome** | **txStart** | **txEnd** | **Fold change** | **FDR** |
| --- | --- | --- | --- | --- | --- |
| B4GALNT4 | 2 | 200461 | 200900 | 461 | 2.29E-03 |
| ENSSSCG00000022794 | 7 | 120636121 | 120636521 | 450.3 | 1.42E-04 |
| ENSSSCG00000035683 | 9 | 2534781 | 2535140 | 409.3 | 1.42E-04 |
| FRS3 | 7 | 36960081 | 36960720 | 265.4 | 1.46E-04 |
| TAF5L | 14 | 60255071 | 60255460 | 242.2 | 1.21E-03 |
| PRSS21 | 3 | 39318401 | 39318640 | 195.5 | 1.42E-04 |
| TPRN | unknown | 710281 | 710720 | 191.9 | 2.22E-03 |
| CCDC22 | X | 43304401 | 43304840 | 189.7 | 1.42E-04 |
| CILP | 1 | 163247175 | 163247445 | 189.6 | 1.42E-04 |
| LRP11 | 1 | 16139101 | 16139460 | 186.2 | 2.37E-04 |

Note: txStart and txEnd represent the start/end position of the differentially methylated RNA peaks.

# Supplementary material for: Transcriptome-wide m6A profiling reveals mRNA post-transcriptional modification of boar sperm during cryopreservation
**Source:** BMC Genomics. 2021 Aug 3;22:588. doi: 10.1186/s12864-021-07904-8
**Supplement:** Supplementary file 13 — Additional file 13: Table S9. Primers used for RT-qPCR

**Table S9** Primers used for RT-qPCR.

| **Gene symbol** | **Primer sequence (5'→3')** | **Product length (bp)** | **GenBank accession** |
| --- | --- | --- | --- |
| *GAPDH* | F: ACTCACTCTTCTACCTTTGATGCT | 100 | NM_001206359.1 |
|  | R: TGTTGCTGTAGCCAAATTCA |  |  |
| *METTL3* | F: CCCTATGGGACCCTGACAGA | 145 | XM_003128580.5 |
|  | R: CTACCCGTTCGTAACCCCAG |  |  |
| *METTL14* | F: GCATCCTACTTCAGTGCCCC | 172 | XM_003129231.6 |
|  | R: ATCGATTTCTTTCCCGCCCA |  |  |
| *ALKBH5* | F: CGCAGAGCTGTCATCATCCT | 118 | XM_021067995.1 |
|  | R: TGTTTCCCGACAGACGATCC |  |  |
| *FTO* | F: TTTGGCGATACCCCTTCACC | 149 | NM_001112692.1 |
|  | R: TGTAATCCAAGGCTCCCGTC |  |  |
| *YTHDF2* | F: AACAAGGGTCCTGTGGCAAA | 148 | XM_005665152.3 |
|  | R: GCTGTGTCTGTTGCCCTACT |  |  |
| *PPP1R3B* | F: CGAAATCCAGCACGAAGGTC  R: AGAAGCGGGTGTCCTTTGC | 165 | XM_005671823.3 |
| *NADK2* | F: CCAGCTTTTGCCAGTGAGAG  R: GGAAGCCAGTCCCTTTAGAGT | 133 | XM_003359754.4 |
| *HIF1A* | F: TGGTACTCACAGATGATGGTGAC  R: CATTTCCTCATGGTCGCACG | 131 | NM_001123124.1 |
| *SLC9A3R1* | F: GACAGCCCCAAGAAAGAGGAC  R: CGGCCAGGGAGATGTTGA | 85 | NM_001143724.1 |
| *FOXO3* | F: GGGGAGTTTGGTCAATCAGA  R: TGCATAGACTGGCTGACAGG | 168 | NM_001135959.1 |
| *MYD88* | F: GCTGGAACAGACCAACTAT  R: TCCTTGCTTTGCAGGTAAT | 153 | NM_001099923.1 |
| *MCUR1* | F: AGTCAAAGAATTGCACGCCC  R: TCCACAGGCGGTAAAATCCC | 179 | XM_005665577.3 |
| *FASN* | F: CCCGAATCTGCACTACCACA  R: AGCCGAAGGAGTTTATGCCC | 122 | NM_001099930.1 |
| *PKM* | F: GCGGCAGCTTTGATAGTTCTG  R: TCCTGCACTGGGTCCTTACA | 167 | XM_021099115.1 |
| *ACLY* | F: CACCCCTCTGCTTGACTACG  R: AGGACCCGCAGTTTCTAAGC | 128 | NM_001105302.1 |

How the deposited data were processed for this re-analysis (not part of the article)

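The study compared fresh sperm (Fs) with frozen-thawed sperm (Fts) of 3 Duroc boars by MeRIP-seq, with 3 IP and 3 input libraries in each group. Sample labels gave the group, the kind of library and a number from 1 to 3. They named no batch, and they did not say that the same number in Fs and Fts stands for the same boar.

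The authors trimmed reads with cutadapt, aligned them with Hisat2, called peaks with MACS against the input of each sample and found differential sites with diffReps. Their own program then kept the peaks and sites that lie on mRNAs. The authors deposited 1 list of peaks for each of the 6 IP samples and 1 list of differential sites for the comparison of the groups. In the peak lists, the deposited value of a peak is its MACS score, 10 times -log10 p. The authors made it by testing the aligned IP reads of each sample against the input reads of that sample. In the site list, the authors' deposited score equals 5 minus log10 of the p-value that Table S2-2 or Table S8 gives for the same site, with a largest deviation of 2.0e-06 over 1075 sites. It carries no direction. Sequencing reads were not analysed here.

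Read numbers per library came from Table S1 and are given in M (1e6 reads). Mapped IP reads were 68.8, 71.0 and 68.3 M in the Fs samples and 56.3, 64.8 and 52.0 M in the Fts samples. Mapped input reads were 70.7, 61.8 and 58.2 M in Fs and 39.5, 45.1 and 62.2 M in Fts. With 3 samples per group, a two-sided exact sign-flip test over 3 pairs cannot give a p under 0.25 and an exact permutation of 3 against 3 cannot give a p under 0.1. A two-sided exact sign test over 6 samples reaches 0.031. Values per group are means and SD of 3 samples.

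Peaks and sites were placed on the RefSeq annotation of Sscrofa11.1 (Annotation Release 106). Names and coordinates of the assembly were checked against susScr11 before use. A peak or site belonged to a gene when it overlapped an exon of an mRNA on the same strand by at least 1 bp. For transcript features, the midpoint of a peak was placed on the longest coding transcript of its gene. The start and stop codon classes reached 100 nt to each side, and 200 nt in an alternative. The expected share of a class was its share of the length of the same transcripts. Regions shared by samples were taken from the merged union of the 6 peak lists.

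For the motif, the 2000 peaks with the highest score of each sample were taken. Those on an annotated mRNA with room for a control window, 1599 to 1750 per sample, were searched on the transcript strand. Control windows of equal length were drawn from the exons of the same transcript. Shuffled windows kept the base composition of the peak, with 10 shuffles per window for the ratio to own shuffled bases. Draws of equal peak numbers were repeated 100 times, and so were draws of control windows for the sites. The chi-square statistic of the chromosomes was set against 100000 multinomial draws. Random draws used the seeds 5, 7, 11 and 17, and 23 for simulated data.

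The main comparisons of Fs with Fts used the pairs of equal number as a block. Peak sets of samples were compared by the Jaccard index and the 10 splits of the 6 samples into 3 and 3. The main settings and 73 of the 80 alternatives run were chosen before the data were examined. These alternatives covered a minimum score of 20 (p 0.01) or 50 (p 1e-05), the rule for a peak set or an overlap, the codon classes, the motif and its control, the reference for chromosomes, the use of pairs and the omission of each replicate in turn. The other 7 were added later, on peaks joined across exon junctions, on regions without 1 replicate and on genes per annotated gene. A change of a count by more than a factor of 1.5 was treated as a move. What each possible explanation would show was written after the results were seen.

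Genes were reported when the paper names them in its text, in Fig. 3C, in Table 1 or among the top sites of Tables S3 and S4, or when they had the highest score or the largest difference in peaks. Not all genes of the last kind are reported here. Table S2-2 was used in part, the first 976 of its 1613 hyper-methylated sites and none of its 315 hypo-methylated sites, so no set test was run on it. Table S8 was used in full. The search for motifs without a preset sequence and the enrichment of pathways were left out, the first because it needs a tool not run here and the second because the gene lists were held in part.

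The code was tested on simulated data. In 6 simulated peak lists, 400 of 400 planted regions were found for the planted split and 0 for any other. The Jaccard index differed from that of bedtools by at most 2.0e-07. Control windows put in place of peaks gave a mean RRACH difference of 0.393 percentage points, and up to 1.76 points in a single sample. A motif planted in control windows raised the share by 9.00 points, with 9.00 planted. Random positions on transcripts gave ratios to the length expectation between 0.956 and 1.05. Sites placed at random by chromosome length gave a p under 0.05 in 5.9% of 1000 simulated tables. Sites placed at random on the exons of their genes differed by 0.059 points between placements, which were all cut at exon ends.

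Computation used python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and bedtools 2.31.1.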

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

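The tests of explanations below were chosen after the results were seen, although all peaks, windows of 100 bp, shuffled bases and GGACT had been set before for the share of peaks with RRACH.

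For the motif, peaks were tested among the 2000 with the highest score of each sample. The RRACH difference between peaks and control windows of the same transcript was 4.30 percentage points larger in Fts than in Fs (two-sided exact permutation test, p = 0.1, the smallest p possible). It was noticed because the groups did not overlap. The lowest Fts sample had 2.67 points and the highest Fs sample -0.125. Over all peaks the groups differed by 2.08 points (two-sided exact permutation test, p = 0.1). Longer peaks in Fts do not account for it, because windows of 100 bp gave 5.46 points. Against the peaks' own bases in shuffled order the groups differed by 0.157 points (two-sided exact permutation test, p = 0.7). Base composition of peaks and control windows is therefore a candidate explanation. GGACT alone gave -0.538 points (two-sided exact permutation test, p = 0.3). An effect of cryopreservation on where m6A lies stays open. The comparison of 3 against 3 samples cannot give a p under 0.1, and base composition may account for the difference.

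Regions with a peak in the 3 samples of 1 group, no peak in the other group and no differential site of the authors numbered 2704, of which 1046 were of Fs and 1658 of Fts. They were noticed because no differential site lies in them. The paper counts the peaks common to both groups, and its lists of changed peaks rest on the differential sites. This was the highest number in 1 of the 10 splits of the 6 samples, the split into Fs and Fts, and the other splits gave 146 to 209. The 10 splits cannot give a share under 0.1. Yet 2704 lies far outside the 146 to 209 of the other splits, which argues against chance scatter of peaks among the samples. Peaks near the calling threshold may add to the number but are not its whole cause, as 403 of the regions (14.9%) had a score of at least 50 in all 3 samples. Mapped IP reads were lower in Fts (-11.6 M reads), and depth goes with the group, so its part cannot be told from that of the treatment. Of these regions, 343 with such scores were of Fts, the group with fewer reads, and 60 of Fs. The paper also reports many genes with changed expression, and mRNA content was not separated from methylation in these regions. Whether these regions differ in m6A by cryopreservation stays open and was not tested. Read counts in the regions would be needed.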

How the results depend on the processing

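Of 80 alternatives run over 13 results, 73 were set before the data were examined and 7 were chosen after a result was seen. Of these, 62 kept the direction and side of the threshold, or stayed within a factor of 1.5 for counts, while 3 were weaker, 2 passed the threshold where the main setting did not, 2 reversed and 11 moved. For results with 3 pairs or 3 against 3 samples, p cannot fall under 0.05, so only their direction could change, not their side of the threshold. Their size did change, from 1482 to 688.3 for the difference in peaks joined across exon junctions, chosen after the result was seen, and from 4.15 to 6.92 points for CDS with a score of at least 50. Where a result changed, the cause was not tested.

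The RRACH difference of 1.37 points was the result with the most changes of direction. It became -0.0139 points with DRACH and -0.758 points in windows of 100 bp. Against shuffled bases it was larger (3.21 points, two-sided exact sign test over 6 samples, p = 0.031). Control windows also held RRACH more often than their own shuffled bases, so this excess is not particular to peaks. With GGACT the difference from control windows was smaller (1.06 points), but above 0 in 6 of 6 samples (p = 0.031 by the same exact test). GGACT was not set against shuffled bases, so base composition may account for its excess.

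The number of regions shared by Fs and Fts, 1047 in the main setting, was 2961 when 2 of 3 samples sufficed and 7113 for the union of samples. It was 370 with a score of at least 20 and 170 with a score of at least 50. Without 1 replicate it ranged from 1472 to 1627, and the highest, without replicate 1, was a move. Group-specific regions, 2985 in the main setting, numbered 1322 with a score of at least 20 and 778 with a score of at least 50. They ranged from 4866 to 6300 without 1 replicate, alternatives chosen after the result was seen.

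At the hypo-methylated sites, the mean number of Fts minus Fs samples with a peak was -0.73 in the main setting. It was -0.303 (p = 0.0625) with a score of at least 20 and -0.273 (p = 0.25) with a score of at least 50, by two-sided exact sign tests. The chi-square statistic of the chromosomes fell from 243.6 to 25.4 per Mb of exon (p = 0.145). Among the named sites, those with a peak fell from 19 to 12 with a score of at least 20.

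Without the replicate block, the two-sided exact permutation test of 3 against 3 samples gave p = 0.3 for the difference of 1482 peaks, p = 0.1 for the CDS share (4.15 points) and p = 0.1 for the single-peak share (-8.32 points). The block rests on the number of the sample alone. Samples with the same number had correlations between -0.019 and -0.0036, and samples with different numbers between -0.0067 and 0.0147. The mean Jaccard index was 0.185 for the same number and 0.183 for different numbers.

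A filter for larger fold changes and the chromosome density of hyper- or hypo-methylated sites alone were not run, because direction and fold change were held for part of the sites.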

Differences from the paper's values

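Both the main settings and the alternatives named here were chosen before the data were examined, and no further test was chosen for these comparisons.

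The shares of peaks in transcript features differed from those of the paper. The text of the paper speaks of peaks in Fig. 2E and its legend of DMMSs, so it is not clear which set the figure shows. The shares here are of the peaks of each sample. For the 5'UTR in Fs the paper gives about 12% (Fig. 2E, read by eye) and the main setting 6.92%. A score of at least 20, with 8.17%, a score of at least 50, with 9.18%, and the group peak sets, with 8.35%, narrowed the gap to within a factor of 1.5 without reaching the paper's value. Codon classes of 200 nt, transcripts with both UTRs and the omission of a replicate did not. For the start codon in Fs the paper gives about 17% (Fig. 2E, read by eye) and the main setting 8.97%. Codon classes of 200 nt, with 16.8%, closed this gap, a score of at least 50, with 12.6%, narrowed it to within that factor, and the other alternatives did neither. For the start codon in Fts the paper gives about 16% (Fig. 2E, read by eye) against 8.13%, and of the alternatives run only codon classes of 200 nt, with 15.4%, closed the gap.

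For CDS in Fs the paper gives about 44% (Fig. 2E, read by eye) and the main setting 70.9%, and of the alternatives run only codon classes of 200 nt, with 62.2%, came within that factor. For the stop codon the paper gives about 14% in Fs and about 16% in Fts (Fig. 2E, read by eye), and the main setting 3.88% and 3.97%. No alternative closed these gaps or came within that factor. Codon classes of 200 nt came nearest, with 8.18% and 8.42%.

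The paper places peaks preferentially near stop codons, whereas the ratio to transcript length was 0.668 in Fs and 0.681 in Fts. These ratios are of peaks not joined across exon junctions, and joined peaks were not placed. Its order of chromosomes puts 14 among the 5 densest. Here chromosome 14 held rank 6 with 0.889 sites per Mb, and chromosome 6 held rank 4 with 0.972. Counted by symbol, Table S8 holds 151 hyper-methylated and down-regulated and 4 hypo-methylated and up-regulated genes, more than the text of the paper gives. The paper calls PKM hyper-methylated, while 1 of its 2 sites had peaks in 2 Fs samples, with low scores of 3.49 and 4.62, and no Fts sample. The paper reports a hyper- and a hypo-methylated peak on KIF5B. The authors' deposited table holds 1 site in KIF5B, listed as hyper-methylated 2.61-fold. A KIF1B site listed as hyper-methylated 2.83-fold lies closer to the paper's value for the hyper-methylated KIF5B peak. The paper gives an increased methylation of NDUFS1, and the nearest site lies 68 bp upstream of that gene in RefSeq.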

Other observations

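The tests of explanations below were chosen after the results were seen, apart from a score of at least 50, the draw of equal numbers of peaks and the density per Mb of exon, which had been set before as alternatives. The patterns are hypotheses.

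The excess of peaks in Fts does not follow from more sequenced IP reads, because mapped IP reads differed by -11.6 M reads, Fts minus Fs. Fewer input reads in Fts (-14.7 M reads) could have raised the number of peaks, but the input reads of the groups overlapped (two-sided exact permutation test, p = 0.3). The quality of the input libraries did not overlap. Clean reads were 97.5% to 98.2% of raw reads in Fs and 67.0% to 82.0% in Fts. With 3 samples per group the part of input depth and quality stays open, and so does a difference in methylation, which was not tested. Low-scoring peaks were not the whole cause, as 1028.7 more peaks per Fts sample remained at a score of at least 50. The way peaks are counted may be part of the cause. Many peaks ended at an exon end, and joining them across exon junctions left a difference of 688.3 peaks. Joining removed 1.56% of the peaks in Fs and 8.44% in Fts. Whole exons were covered by 38.4% of the peaks in Fs and 50.5% in Fts (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 samples allow). A count of joined peaks would be less dependent on the number of exons of a gene.

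The smaller share of single-peak genes in Fts did not depend on the number of peaks or on exon ends alone. It differed by -6.00 percentage points when equal numbers of peaks were drawn, by -5.98 points with joined peaks and by -4.48 points with equal numbers of joined peaks. Neither explanation, alone or with the other, accounted for the whole difference of -8.32 points, and both may be part of it. The genes with the largest differences were picked after seeing the values. Of those, ADAMTS3 had 5 peaks in each Fs sample and 0 in Fts.

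Group-specific regions had a peak in the 3 samples of 1 group and in none of the other. They were most numerous in 1 of the 10 splits of the 6 samples, the split into Fs and Fts. The 10 splits cannot give a share under 0.1. Yet 2985 regions, against 148 to 214 for the other splits, argue against chance scatter of peaks among the samples. Peaks near the calling threshold are unlikely to be the whole cause, since a recount with only the peaks of a score of at least 50 in all 6 samples gave 778 regions, against 21 to 36 for the other splits. In that recount a region may have a peak of a lower score in the other group. The part of changes in mRNA content, which the paper reports for many genes, was not separated from methylation. Of the 1884 regions of Fts, 226 (12.0%) carried a differential site of the authors, and of the 1101 regions of Fs, 55 (5.00%).

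More differential sites than not had no called peak in any sample. Of the sites on exons, 43.4% overlapped a peak, against a mean of 23.3% for control windows on the exons of the same genes. The control windows were cut at exon ends and could be shorter than the sites, which kept their length. The comparison therefore cannot tell whether sites were placed with regard to peaks. Whether the change was smaller at the sites without a peak stays open. Among the hyper-methylated sites of the paper's Table S8, the median log2 fold change was 1.77 with a peak and 2.18 without, a difference of -0.41. All of these sites had passed a minimum fold change, which by itself leaves larger changes where reads are few. Whether such sites hold m6A was not tested. Genes whose site had a peak in the 3 samples of 1 group and none in the other, such as NCALD and SORD, would be the first to follow up.

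The frequency of RRACH relative to own shuffled bases was lower in peaks than in control windows, by -0.0767 in the mean of 6 samples and in each of them (two-sided exact sign test, p = 0.031). A base composition that hides a higher frequency in peaks is therefore an unlikely explanation for the small difference between peaks and control windows.

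The high density of sites on chromosome 12 is consistent with its amount of exon sequence. Against the exon length of each chromosome the chi-square statistic was 25.4 (p = 0.145 from multinomial draws). Against the number of annotated genes, an alternative added later, the genes with a site stayed unevenly distributed (chi-square statistic 39.0, p = 0.0049 from multinomial draws). Chromosome 12 held rank 9 by that share, with 8.03%.

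The joint table cannot tell whether hyper-methylation goes with lower expression. Hyper-methylated sites may outnumber hypo-methylated sites whatever the expression, and the two-sided p of Fisher's exact test was 0.235 with 17 up-regulated genes. Most genes of that table had no FPKM in Fts, 149 of 187, so a fall in mRNA content and a change in methylation were not separated. Values of input reads for these genes would be needed.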
